A study of Cereibacter sphaeroides 2.4.1 with 2 samples. Its data were reported in "Effects of the Cryptochrome CryB from Rhodobacter sphaeroides on Global Gene Expression in the Dark or Blue Light or in the Presence of Singlet Oxygen" (2012).

How the data were processed

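Transcript levels of Rhodobacter sphaeroides strain 2.4.1Δ*cryB*, which lacks the cryptochrome gene *cryB*, were compared with those of the wild type 2.4.1 on Agilent microarrays with 2 dyes. Per the labels, cultures were kept semiaerobically at 90 µM dissolved oxygen and illuminated with blue light at 20 µmol m⁻² s⁻¹. Each of the 2 arrays received a pool of RNA from 3 mutant cultures, labelled with Cy3 (green), and a pool from 3 wild type cultures, labelled with Cy5 (red), so that 6 cultures per strain were covered. The dyes ran the same way on both arrays, so the dye and the strain were not separated by the design. Both arrays lay on 1 slide and were scanned together, and there was thus no batch to test. The arrays were the replicates (n = 2).

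The authors deposited the scanner software's table of each array and a matrix of 1 value per spot and array. The spot and local background intensities deposited for each array were median pixel intensities on a linear scale, with no normalization. The same deposited tables held intensities with the background subtracted by the scanner software, and its log10 ratio of red over green after its own dye normalization. The matrix held log2 values whose processing was not stated by the authors in the table, while the study's methods name background correction and loess in limma for the arrays. Its rows carried running numbers, and 0 of its 15208 rows matched the spot in the same row of the scanner tables, so that its rows were not named. When rows were compared as pairs of values regardless of order, 99.0% of the 14769 complete rows matched a spot's log2 ratio of background-subtracted green over red within 0.001 on both arrays, against 1.33% after one column was shuffled. The matrix values were thus taken as ratios of mutant over wild type with no dye normalization, and that setting was recomputed from the scanner tables by gene.

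For the main values, the median intensities were background corrected with normexp (offset 50) on all spots in limma 3.58.1 under R 4.3.3. Control spots were then left out, and each array was normalized by loess (span 0.3). The log ratio was turned so that values above 0 mean more transcript in the mutant. A is the mean log2 intensity of both dyes. No non-control spot carried an outlier flag or a saturation flag on the 2 arrays. The 15208 non-control spots held 13218 probes, of which 1990 were spotted in duplicate; spots of a probe were averaged, and then the probes of a gene. There were 4372 gene IDs, 4283 of them with 3 probes, and 144 intergenic, antisense or flanking regions.

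The scanner tables name genes by numeric IDs. The copy used here of a list given with the study paired 716 of these IDs with locus tags, mostly of low locus numbers, and was used only for names. The paper describes its list as holding all of its transcriptome data, so the copy may be incomplete. All 1992 probes that the list shared with the arrays had the same ID in both. The other IDs were kept as they were. The transcripts of *cryB*, *catA*, *rpoZ*, *appA*, *prrA*, *prrB* and *fnrL* were not analysed here, since their IDs were not paired, and the loss of the deleted gene was therefore not checked. Gene set tests were not run, because the names covered only part of each set.

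Genes were counted by the thresholds of the study's methods (A of at least 12 and a mean ratio of mutant over wild type of at least 1.75, or of at most 0.6) and by a test in limma (lmFit with an intercept only and eBayes, two-sided, Benjamini-Hochberg adjusted over all genes, threshold 0.05). This fit has 1 residual degree of freedom per gene and borrows the spread across genes. Regions were tested with the spread of all features and adjusted among themselves. The precision was limited by the number of arrays. Genes were named by a rule set before the data were examined: *cryB* and a few control and regulator genes, 39 loci and 4 small RNAs of the study's overview, and the 5 genes with the highest and the 5 with the lowest mean log2 ratio among those with A of at least 12, at least 2 probes, and every probe on the same side of 0 on both arrays.

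The steps were tested on simulated intensities of the same 4372 genes with 200 genes changed by 1 on the log2 scale. All 200 (100%) were called by limma in the right direction, with 7 false calls. When a reproducible difference between probes with an SD of 0.4 was added, limma again called all 200 but made 1906 false calls, 45.7% of the unchanged genes. A moderated test on the spread between the probes of a gene made 11 false calls in that case and recovered 170 changed genes, 87.2% of the 195 with at least 2 probes, but it made 882 false calls when probes did not differ. Alternatives to the background correction, normalization, filters, thresholds, probe summary and variance prior were chosen before the data were examined. A second group was chosen afterwards, namely median centring or loess of the scanner's background-subtracted intensities, a loess span of 0.1, the test on the spread between probes, and the trend and robust options of eBayes for single genes.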

Results

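To see how the lack of CryB affects the transcriptome under blue light, the mutant and the wild type were hybridised together on 2 arrays, each with pools of 3 cultures per strain. The median spot intensity on array 1 was 5797 in the mutant channel and 6969 in the wild type channel. On array 2 the medians were 5239 and 5450. Negative control spots had median intensities of 2734 and 2135 on array 1 and of 2427 and 1904 on array 2, far above the local background of 24 in the mutant channel of both arrays. On array 1, 81.0% of the non-control spots were well above background in the mutant channel and 92.9% in the wild type channel. The shares on array 2 were 93.3% and 91.5%.

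The first question was how many genes differ between the strains, and in which direction. Of the 4372 gene IDs, 2194 (50.2%) had a mean A of 12 or more. Among these, 146 (6.65%) were lower in 2.4.1Δ*cryB* by the study's lower ratio threshold and 18 (0.820%) were higher by its upper one. The ratio passed the threshold on each of the 2 arrays for 82 of the lower and 7 of the higher genes. Every probe was below 0 on both arrays for 143 of the 146 lower genes, and above 0 for all 18 higher genes. With array 1 alone, 214 genes were lower and 47 higher, and with array 2 alone 104 and 8.

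These counts depended most on the dye normalization. Before normalization the median gene had a log2 ratio of -0.74 on array 1 and of -0.35 on array 2 with the scanner's background subtraction. Without normalization 814 of the 2194 genes (37.1%) were lower and 6 (0.273%) higher, and the median gene was shifted by -0.57 against the loess values. Without normalization after normexp the counts were 673 and 3, with a shift of -0.44. When the scanner's background-subtracted values were centred on the median of each array, 161 genes were lower and 51 higher, and 179 and 54 after loess. Lower genes thus made up 89.0% of those past the thresholds in the main values, 99.3% without normalization and 75.9% after median centring of the scanner's values. Of the 146 lower genes of the main values, 114 were also lower with median centring after normexp, 105 with median centring of the scanner's values, 145 with loess of the scanner's values and 67 without background correction.

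**Figure D1:**
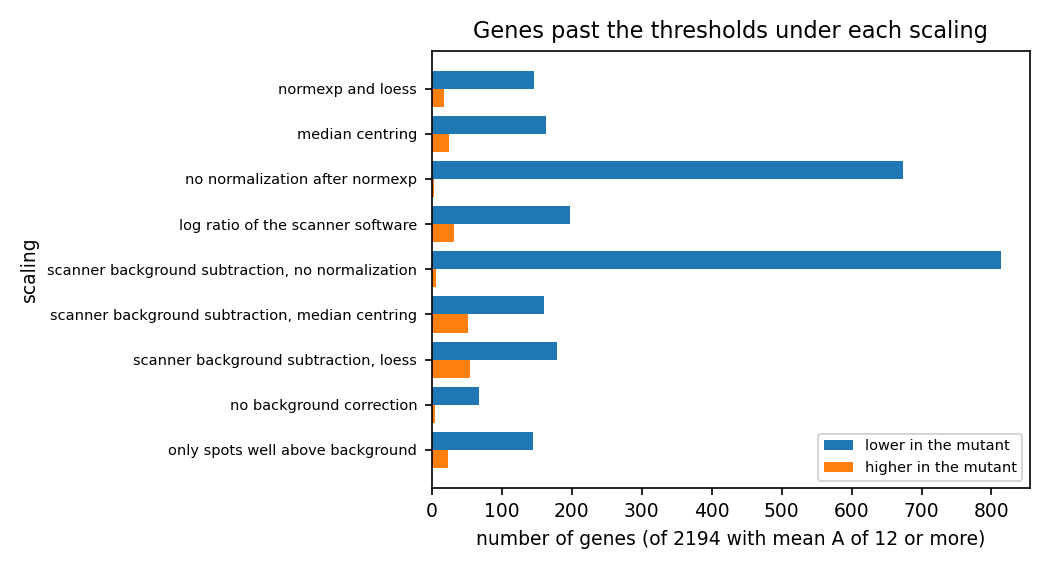
Number of genes past the study's ratio thresholds among the 2194 genes with mean A of 12 or more, for each scaling of the intensities, with blue bars for genes lower and orange bars for genes higher in the mutant. The 2 scalings without normalization gave 673 and 814 lower genes, and the normexp and loess values gave 146.

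By limma, 1398 genes were lower and 1420 were higher in the mutant, together 64.5% of all gene IDs, and 2969 genes had an unadjusted p under the threshold of 0.05. All 146 lower and 18 higher genes by the thresholds were among these calls, which cover most genes. The median absolute log2 ratio of the 2818 limma calls was 0.42, and 2543 of them lay within the study's ratio thresholds. Only 1679 of the calls (59.6%) had every probe on the same side of 0 on both arrays. The test weighs the spread between the arrays, and not that between the probes of a gene. When the spread between probes was used instead, 88 genes were lower and 20 higher, the alternative that moved the limma counts most. All 108 were also called on the spread between arrays, and they held 70 of the 146 lower and 8 of the 18 higher genes by the thresholds. Without dye normalization the limma counts were 2403 lower and 80 higher after normexp, and 1935 and 43 with the scanner's background subtraction. The main limma counts used no A threshold and no filter on background, so dim genes are among them. With spots well above background alone, 1202 genes were lower and 1747 higher by limma.

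The log2 ratios of the 2 arrays correlated across genes with Pearson's r = 0.907 and Spearman's rho = 0.915. Genes are not independent replicates, and no p is given. The sign was the same on both arrays for 88.5% of the genes. The median SD between the arrays was 0.082. The spread of the log2 ratios across genes was wider on array 1 (SD 0.48) than on array 2 (SD 0.39). The correlation was lowest, with r = 0.782, for the scanner's background-subtracted values, both without normalization and with median centring.

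**Figure D2:**
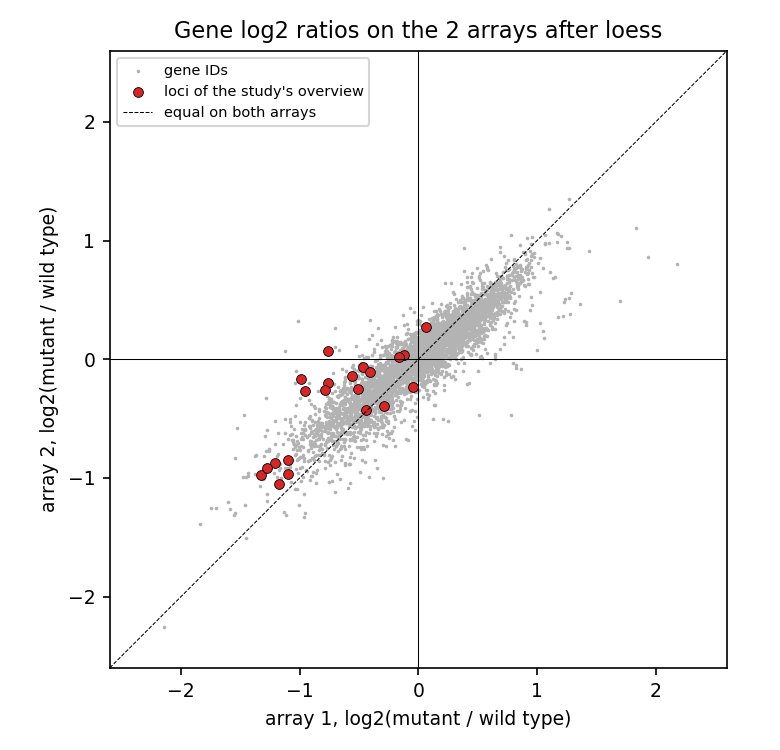
Log2 ratio of mutant over wild type for each gene ID on array 1 (x axis) and array 2 (y axis) after loess, with grey points for all 4372 gene IDs and red points for the 21 loci of the study's overview that could be named. Most points lie near the line of equal values (r = 0.907), with array 2 closer to 0 than array 1.

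The study grouped selected genes by function, and 21 of its 39 overview loci could be paired with the array. Of these, 20 had a mean log2 ratio below 0 and 1 above. By limma, 16 were lower after adjustment over all genes and 0 were higher (0 also at an unadjusted p under 0.05), and 17 were lower when adjusted over the list alone, which is not independent evidence because the study chose these loci with these arrays in hand. The ratio was at or below the lower threshold for 6 of the 21 loci, and for 15 without dye normalization. On the spread between probes 5 of the 21 were called lower and 0 higher. The adjusted p of these 5 in that test lay from 0.047 to 0.048, just under the threshold. The 3 genes of pyruvate dehydrogenase, an enzyme that feeds the citric acid cycle, were all lower. The log2 ratio was -1.15 ± 0.24 (SD, n = 2) for *pdhAb* (RSP_4049; limma adjusted p = 4.3e-06), -1.03 ± 0.095 for *pdhB* (RSP_4050; 4.1e-06) and -0.97 ± 0.18 for *pdhAa* (RSP_4047; 6.39e-06), of which *pdhAa* had 1 of 3 probes above 0. RSP_3539 (-1.11 ± 0.086), RSP_0030 (-1.10 ± 0.26) and RSP_2346 (-1.04 ± 0.23) were lower by a similar size, with limma adjusted p of 3.1e-06, 5.16e-06 and 5.97e-06. These 6 genes were lower on both arrays and under every scaling tried, but on the spread between probes *pdhAa* was not called (adjusted p = 0.12).

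The photosynthesis genes changed less, and the arrays differed in the size of the change. The log2 ratio of *pufL* (RSP_0257) was -0.58 ± 0.59, with -0.99 on array 1 and -0.17 on array 2 (limma adjusted p = 0.0039). For *pufM* (RSP_0256) it was -0.48 ± 0.40 (limma adjusted p = 0.0031) and for *puhA* (RSP_0291) -0.35 ± 0.29 (limma adjusted p = 0.0095). These differences were close in size to the SD between the arrays. Over the 13 alternatives with a test, adjusted p ranged from 4.05e-09 to 0.22 for *pufL*, from 5.13e-07 to 0.12 for *pufM* and from 2e-05 to 0.22 for *puhA*. None of the 3 was called with median centring of the scanner's values or on the spread between probes. The value of *pufB* (RSP_6108) was -0.35 ± 0.59, with -0.76 on array 1 and 0.069 on array 2, and did not pass the threshold (limma adjusted p = 0.052). It passed under 4 of the 13 alternatives, among them both without normalization. For *pucB* (RSP_0314), -0.26 ± 0.21, 1 of the 4 spots on the 2 arrays was not well above background in the mutant channel, and the call was kept under 7 of the 13 alternatives. The cytochrome oxidase genes *ccoP* (RSP_0693) and *ccoQ* (RSP_0694) had log2 ratios of -0.52 ± 0.37 and -0.61 ± 0.49. For *rpoH2* (RSP_0601), RSP_4157, RSP_4158 and *modA* (RSP_3871) no difference was called by limma in the main values. Without dye normalization *rpoH2* was called lower in both settings (limma adjusted p = 0.00052 after normexp and 0.020 with the scanner's background subtraction), and RSP_4157 and RSP_4158 after normexp (0.0035 and 0.0038). The value of *modA*, 0.17 ± 0.15, turned to -0.36 with the scanner's background subtraction and no normalization. The regulator gene *ppsR* (RSP_0282) was at 0.21 ± 0.13 with a limma adjusted p of 0.051, and it also changed sign, to -0.22, without normalization. It was called higher under 3 of the 13 alternatives. These were median centring after normexp (limma adjusted p = 0.038), no background correction (0.028) and spots well above background alone (0.048).

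Among the 5 lowest genes with A of 12 or more, at least 2 probes and every probe below 0 on both arrays were gene ID 640069558 (-1.61 ± 0.32), gene ID 640073320 (-1.50 ± 0.35) and RSP_2968 (-1.43 ± 0.17), with limma adjusted p of 1.6e-06, 2.32e-06 and 1.6e-06. Gene ID 643673157, named after its value was seen, was lower still (-2.20 ± 0.079) but had a single probe. Among the 5 highest with every probe above 0 were the gene listed as *envA* (RSP_2115, 1.49 ± 0.97), gene ID 640072994 (1.47 ± 0.51) and gene ID 640069698 (1.40 ± 0.76), with limma adjusted p of 9.66e-05, 5.68e-06 and 3.98e-05. The value of *envA* differed between the arrays, with 2.18 on array 1 and 0.81 on array 2. With the trend and robust options of eBayes *envA* and gene ID 640069698 were not called (adjusted p = 0.22 and 0.15). Genes without a locus tag in the copy of the study's list used here keep their numeric ID.

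The array also holds probes against intergenic regions that may carry small RNAs. Of the 144 regions, 127 had a mean A of 12 or more. By the study's thresholds 11 of these were lower and 7 were higher, and without normalization of the scanner's values 50 and 2. By limma 56 were lower and 44 higher, but 74 of the 144 regions had only 1 probe. Where region names carry coordinates, they state no genome build or replicon. The region IGR_0682, from 694011 to 694910, was lower by -1.11 ± 0.17 (SD, n = 2; limma adjusted p = 7.38e-06), with all 3 probes below 0. The region IGR_0680a, from 691544 to 692463, was higher by 1.01 ± 0.082 (limma adjusted p = 7.49e-06) on its single probe. Without dye normalization its log2 ratio was 0.36 after normexp (limma adjusted p = 0.046) and 0.34 with the scanner's background subtraction, where the difference was not called (limma adjusted p = 0.32, the highest of 12 alternatives; the lowest was 2.88e-10). The region IGR_2461, from 2598245 to 2598592, had a value of -0.72 ± 0.057, with 1 of its 2 probes above 0, and was not called on the spread between probes (adjusted p = 0.24). The region IGR_0019 did not differ (0.11 ± 0.052; limma adjusted p = 0.25), and its sign turned without normalization. These regions share their numbers with the small RNAs RSs0682, RSs0680a, RSs2461 and RSs0019. The name of IGR_0680a is marked antisense and the names of the others sense, and the strand of each small RNA was not checked.

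**Figure D3:**
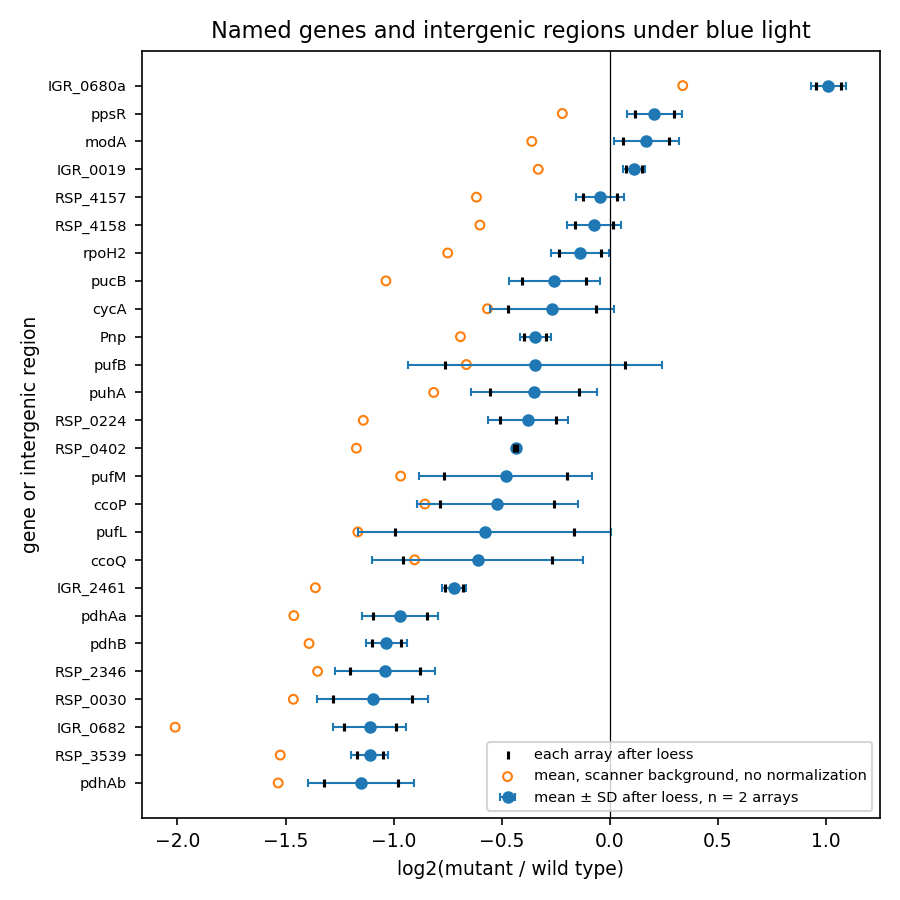
Log2 ratio of mutant over wild type for 21 overview loci, *ppsR* and 4 intergenic regions, with blue points and bars for the mean ± SD of the 2 arrays after loess, black ticks for each array and open orange circles for the mean of the scanner's background-subtracted values with no normalization. Every value without normalization lies to the left of the loess value, for example at 0.34 against 1.01 for IGR_0680a.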

Values the study reported

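Under blue light the study gave 39.5% of genes with sufficient A-values as lower in the mutant, by a ratio of 0.6 or less, and 2.3% as higher, by a ratio of 1.75 or more. Its ratios of mutant to wild type under blue light were 0.55 for *pufM*, 0.49 for *pufL*, 0.60 for *puhA* and 0.36 for *pdhAb*. Among the small RNAs it gave ratios of 0.25 for RSs0682, 0.43 for RSs2461, 0.78 for RSs0019 and 1.26 for RSs0680a. The study also ran real time RT-PCR normalized to *rpoZ*, which does not depend on the array dyes. There it found all genes of its photosynthesis group lower in the mutant under blue light, and *rpoH2* as well.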

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

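The test in this part was chosen after the result was seen. Signal was found on control probes, which no comparison of the strains by gene or region used. The later test of the scanner's gain does use them. Of the 57 control probes other than the corner marks and negative controls, 9 had median intensities above the highest negative control spot in both channels of both arrays. The brightest of them on array 1, ETG05_66023, read 17634 in the mutant channel and 20430 in the wild type channel of array 1, against highest negative control spots of 3924 and 3193. On array 2 it read 9347 and 8993. Binding of labelled bacterial RNA and binding of transcripts added as hybridisation controls cannot be told apart here, since all 9 probes would show either, and their sequences and targets were not used here. No biological explanation was tested. These probes enter the normexp fit and no gene value.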

How the results depend on the processing

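The scalings of the scanner's background-subtracted values by median or loess, the loess span of 0.1, the spread between probes, and the trend and robust options of eBayes for single genes were chosen after the data were examined, and the other alternatives before. No value of the 36 named genes and regions that was called by limma changed its sign under any alternative run on it. Aquantile and the filter on saturated spots moved none of their values and are not counted. Of their 467 values under the other 13 alternatives with a test, 417 kept their direction and side of the threshold or were not called in either, 39 lost the call and 11 gained one. The spread between probes cost 13 calls, median centring of the scanner's background-subtracted values 8 and the trend and robust options 5. IGR_0680a, with 1 probe, has no test on the spread between probes, and fits of each probe on its own were used for the counts alone. On a single array, 3 genes without a call (*pufB*, RSP_4157 and RSP_4158) had the other sign, all on array 2, with *pufB* at 0.069 against a mean of -0.35.

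Without dye normalization after normexp, 673 genes were lower and 3 higher by the thresholds, 2403 and 80 by limma, 51 regions passed and r was 0.893. With the scanner's background subtraction and no normalization, which gives the values of the deposited matrix, 814 genes were lower and 6 higher, 43 were higher by limma, 52 regions passed and r was 0.782. These 2 settings leave each array's median offset in the ratios, which moves the counts by construction. Without background correction 68 genes were lower and 5 higher; the cause was not tested. With the scanner's own log ratio 32 genes were higher and r was 0.857, and with median centring after normexp 28 regions passed and r was 0.893; the cause was not tested. With the scanner's background subtraction and median centring 51 genes were higher, 923 were higher by limma, 28 regions passed and r was 0.782, and with its loess 54 genes were higher and r was 0.818; the cause was not tested.

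With A of 13 or more, 94 genes were lower and 10 higher, since fewer genes enter. With A of 11 or more 43 genes were higher, and 69 with no A threshold, since more enter. When both arrays had to pass, 82 were lower and 7 higher. The median of the probes gave r = 0.882 and spots well above background alone r = 0.916; the cause was not tested. Leaving out either array gave 8 to 47 higher genes, 104 to 214 lower genes and 20 to 21 regions, as single values with no test; array 1, with the wider ratios, gave the larger gene counts. On the spread between probes 88 genes were lower and 20 higher, of 4316 genes with at least 2 probes. An offset of 0 and the span of 0.1 kept every count within 1.5 times of the main one. Aquantile leaves log ratios as they are and no spot of a gene was saturated, so these 2 settings say nothing about stability. The trend and robust options of eBayes, and fitting each probe on its own, kept the limma counts within the same range.

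Not run were the matrix values by their own rows, which carry no probe names, the alternatives for gene sets, and those for the *cryB* transcript. Leaving out an array allows no limma test, since 1 array leaves no residual degree of freedom. Signal over background limits the dim genes. On array 1 only 81.0% of spots were well above background in the mutant channel, and negative control spots there read 2734 against 5797 for the median spot.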

Other observations

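In this part, the tests of the scanner's gain, the labelling, the drop of transcripts, the probe deviations, the neighbouring IDs, the shared dye bias, the loess curve, the loess span, the scanner's ceiling and the other probes of a gene were chosen after the results were seen; those of the slide position and of the signal floor were written before.

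The share of genes lower by the thresholds was 6.65% here. That is lower than the value quoted from the study above. The share of genes higher was 0.820%. That is lower than the value quoted from the study above. Both shares here count genes after their probes were averaged. The study's list gives separate values for the probes of a gene, and how its shares treat them is not stated. The ratio of IGR_0682 was 0.463. That is higher than the value quoted from the study above for RSs0682. The ratio of IGR_0680a was 2.02. That is higher than the value quoted from the study above for RSs0680a. By Northern blot the study detected no significant difference in RSs0680a between the strains under blue light. The loess ratio, from a single probe, is at odds with that blot.

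The study's methods state loess normalization, yet values without dye normalization came closer to most of the quoted ones. How the quoted ratios were made was not settled here. Each ratio given here comes from the mean log2 ratio of the 2 arrays. Where the arrays differ, such a ratio lies below the mean of their 2 ratios, which was not tried. For *pufL* the unnormalized log2 ratios were -1.83 on array 1 and -0.50 on array 2. The ratios in the study's list were not compared either. With the scanner's background subtraction alone, 37.4% of the 2030 genes with A of 12 or more on that scale were lower, while 0.246% were higher, which is below the quoted share. The share of higher genes came near the quoted one when these values were normalized. Of the 2194 genes, 2.32% were higher after median centring and 2.46% after loess. The shares of lower genes, 7.34% and 8.16%, stayed far below the quoted one. The unnormalized ratios were 0.512 for *pufM*, 0.446 for *pufL*, 0.569 for *puhA*, 0.345 for *pdhAb*, 0.248 for IGR_0682, 0.389 for IGR_2461, 0.795 for IGR_0019 and 1.26 for IGR_0680a, each nearer to the quoted value than the loess ratio.

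Before normalization most genes were lower, and the median log2 ratio of genes differed by 0.39 between the arrays. A difference in the scanner's gain between the arrays is argued against for this difference, since it would shift all spots of an array alike. In uncorrected signals the log2 ratios of genes rose by a median of 0.17 from array 1 to array 2, while those of the 57 control probes rose by a median of 0.012. Only ETG05_66023 among them rose by more than 0.17, by 0.27, and the negative control spots had log2 ratios of 0.36 and 0.35. The corner marks, which are not among the 57 probes, went the other way. Their log2 ratios rose from -0.31 to -0.18 for the bright corners and from 0.34 to 0.51 for the dark ones. The corner marks alone would thus not argue against a difference in gain. A difference in labelling between the dyes and a drop of most transcripts in the mutant cannot be told apart, either for the difference between the arrays or for the part that they share (mean of the medians -0.54), because every array had the mutant in the same dye and loess removes both.

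The agreement of the arrays holds for single probes as well as for genes. Within a gene all probes measure the same transcript, yet the deviations of 12915 probes from the mean of their gene correlated between the arrays with r = 0.85 (across probes, which are not independent replicates). This is consistent with a reproducible difference between probes, from the dye or from hybridisation, which limma on 2 arrays counts as an effect of the strain. Within genes the brighter probes had the higher ratios (r = 0.42). The mean square of probe ratios between genes was 3.32 times that within genes, so a part of the gene differences exceeds this probe term. Independent differences between probes as the whole cause are argued against by the neighbouring IDs: the mean log2 ratios of adjacent gene IDs correlated with r = 0.44, falling to 0.14 at a distance of 10 IDs and -0.037 at 500, while the largest of 1000 shuffles gave 0.049. Position on the slide is argued against as the source, since spots next to each other in a row correlated with r = 0.044 only. Shared regulation of neighbouring genes may underlie the pattern, as a hypothesis. A dye bias shared by all probes of a region, such as one from base composition, cannot be told apart from it, since 0 arrays had the dyes the other way round and probe sequences were not used here.

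After loess, lower genes outnumbered higher ones most among bright genes. Of the 376 genes with a mean A of 14 or more, 49 had a ratio at or below the lower threshold and 1 was above the upper one, and the median log2 ratio was -0.37. In the range from 11 to 12 the numbers were 34 and 25 of 1243. Single spots with A of 14 or more had a median of 0.070, so loess had centred the spots but not the genes. The loess curve as the whole source is argued against: when the arrays were only centred on their medians, the same genes had a median of -0.42 (95% bootstrap interval over genes -0.48 to -0.36), with 84 lower and 1 higher. Disagreement between probes as the whole cause of the lower calls is argued against among genes with A of 12 or more. For the 281 that passed the lower threshold on their first probe alone, the other probes had a median log2 ratio of -0.58. The lowest of 1000 random lists of that size gave -0.19. For the 64 that passed the upper threshold on their first probe, the other probes had a median of 0.42. Probes thus agreed both ways, so the test does not bear on why lower calls outnumber higher ones or lie among bright genes. The ceiling of the scanner is argued against as well. The lowest saturation value stated for a channel was 776952, no spot of a gene was saturated, and among the 294 genes with A of 14 or more and every spot at or below 194238, 41 were lower and 1 was higher. A trend with intensity that loess took from the spots but not from the genes cannot be told apart from lower levels of abundant transcripts in the mutant. With a loess span of 0.1 the median was -0.33, but that span had little left to remove from spots that were already centred. Lower levels of abundant transcripts stay open as a biological explanation.

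Ratios on array 2 were closer to 0 than on array 1, with a principal axis slope of 0.80 over all genes. If a signal floor had compressed them, bright genes should have been free of it, but the slope was 0.80 among genes with A of 14 or more as well (95% bootstrap interval over genes 0.75 to 0.84). A difference between the culture pools or between the labelling reactions of the arrays was not tested.

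The region furthest below 0 among those past the thresholds was IGR_2778, from 2924288 to 2924551, at -1.96 ± 0.38 (SD, n = 2), and those furthest above were IGR_1543, from 1632533 to 1632899, at 1.58 ± 0.22 and IGR_0124, from 140184 to 140533, at 1.56 ± 0.71. They were chosen after their values were seen. IGR_2778 and IGR_1543 had 1 probe each, and IGR_0124 had 2.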
